# Detection and comparison of microRNA expression in the serum of Doberman Pinschers with dilated cardiomyopathy and healthy controls

**DOI:** 10.1186/1746-6148-9-12

**Published:** 2013-01-17

**Authors:** Carola Steudemann, Stefan Bauersachs, Karin Weber, Gerhard Wess

**Keywords:** Dobermann Pinscher, Dilated cardiomyopathy, miRNA, Serum, Dog, Microarray

## Abstract

**Background:**

Dilated cardiomyopathy (DCM) is the most common heart disease in Doberman Pinschers. MicroRNAs (miRNAs) are short non-coding RNAs playing important roles in gene regulation. Different miRNA expression patterns have been described for DCM in humans and might represent potential diagnostic markers. There are no studies investigating miRNA expression profiles in canine DCM. The aims of this study were to screen the miRNA expression profile of canine serum using miRNA microarray and to compare expression patterns of a group of Doberman Pinschers with DCM and healthy controls.

**Results:**

Eight Doberman Pinschers were examined by echocardiography and 24-hour-ECG and classified as healthy (n = 4) or suffering from DCM (n = 4). Total RNA was extracted from serum and hybridized on a custom-designed 8x60k miRNA microarray (Agilent) containing probes for 1368 individual miRNAs. Although total RNA concentrations were very low in serum samples, 404 different miRNAs were detectable with sufficient signal intensity on miRNA microarray. 22 miRNAs were differentially expressed in the two groups (p < 0.05 and fold change (FC) > 1.5), but did not reach statistical significance after multiple testing correction (false discovery rate adjusted p > 0.05). Five miRNAs were selected for further analysis using quantitative Real-Time RT-PCR (qPCR) assays. No significant differences were found using specific miRNA qPCR assays (p > 0.05).

**Conclusions:**

Numerous miRNAs can be detected in canine serum. Between healthy and DCM dogs, miRNA expression changes could be detected, but the results did not reach statistical significance most probably due to the small group size. miRNAs are potential new circulating biomarkers in veterinary medicine and should be investigated in larger patient groups and additional canine diseases.

## Background

Dilated cardiomyopathy (DCM) is the most common acquired heart disease in large- and giant-breed dogs. DCM in dogs is therefore an important cause of cardiac morbidity and death [1-3]. Doberman Pinschers are among the most frequently affected breeds. DCM in Doberman Pinschers is inherited and typically shows a unique disease progression with a late onset [1,4-8]. Most dogs with clinical signs of heart disease were diagnosed at an age of 5 to 10 years [9]. Doberman Pinschers at an age of 6 to 8 years showed a prevalence of 43.6% and older dogs a prevalence of 44.1%. Even if disease manifests itself with an increasing age, younger Doberman Pinschers are also affected. The cumulative prevalence of DCM in Doberman Pinschers in Europe was demonstrated to be 58.2% [8].

The natural progression of DCM can be characterized by three stages [1,6,9-11]. Stage I is defined by a morphologically and electrically normal heart. There is no evidence of clinical signs of heart disease in this phase. None of the currently available diagnostic tests can identify this stage. In the second stage (also called “occult stage”), morphologic and/or electrical derangement is presented in the absence of clinical signs of cardiac disease. Dogs typically appear absolutely normal to their owners, despite evidence of abnormalities detectable by cardiac examination. Abnormalities consist of left ventricular enlargement and occurrence of ventricular premature contractions (VPCs). Morphological and electrical abnormalities may coexist or be of predominantly one form at the time of occult stage [1,12-15]. The diagnosis of stage II consists of echocardiographic evaluation of left ventricular dimensions and function and 24-hour ambulatory electrocardiogram (Holter monitoring) evaluating evidence of ventricular arrhythmias. The DCM in Doberman Pinschers usually starts with VPCs, which can lead to sudden cardiac death in about one third of the dogs. Later morphological changes typical for DCM develop, which can be detected by echocardiography. Stage III, the overt stage, is characterized by the presence of clinical signs of heart failure [1,12-15]. For prognostic and therapeutic but also for breeding purposes, it is essential to diagnose DCM before clinical signs develop.

Board-certified cardiologists recommend yearly screening of Doberman Pinschers for DCM by echocardiography and Holter examination, starting at two years of age [4,8]. The combination of echocardiography and Holter monitoring are considered to be the gold standard for the diagnosis of DCM in Doberman Pinschers. But both diagnostic methods have several disadvantages, including high financial costs for the owners, the need for specialized equipment and veterinary training, therefore limited availability and high interobserver variability [16]. The use of circulating biomarkers in the diagnostic approach would offer an attractive alternative because of widespread availability, quantitative nature, potential cost efficiency and minimally invasive sample collection [16]. Therefore various neurohormones and myocardial enzymes as biomarkers of DCM were evaluated [16-20].

MicroRNAs (miRNAs) are short (18 – 25 nucleotide in length) non-coding RNAs which play important roles in post-transcriptional gene regulation. miRNAs regulate gene expression by binding to the 3′-untranslated region of their target mRNA and consequently attenuating protein translation. miRNAs are involved in multiple biological processes [21,22]. It is estimated that more than 60% of human genes are fine-tuned by miRNAs [23].

Multiple studies investigated the potential benefit of circulating miRNAs as noninvasive biomarkers and discovered a remarkable stability of miRNAs in blood [24-26]. The levels of miRNAs in serum are stable, reproducible, and consistent among individuals of the same species [26]. Endogenous circulating miRNAs are stably expressed in human serum, whereas synthetic miRNAs are immediately degraded [24]. However, the exact mechanism how miRNAs enter into the serum and how they are protected from enzymeatic degradation is still unknown [27].

A specific circulating miRNA expression pattern has been described for various pathological conditions. It is presumed that changes in the circulating miRNA expression pattern represent fingerprints for various diseases [28-30] and may even precede detectable changes of standard diagnostic tools [28,31]. Several studies in humans reported circulating miRNAs to be promising biomarkers for cancer [24,30,32,33] and liver injury [28,34].

Various studies evaluated differences of miRNA expression in heart diseases. Several miRNAs were found to be highly enriched in the heart [35-37]. miRNAs were shown to be involved in cardiac development, myocyte growth and arrhythmias following myocardial ischemia [38-43]. Experiments in mice have shown that gain or loss of function of individual miRNAs may elicit different forms of heart disease. Cardiac overexpression of miR-195 in transgenic mice initially induced pathological cardiac growth with disorganization of cardiomyocytes and progressed to an echocardiographically confirmed dilated phenotype at the age of six month that finally resulted in heart failure [44]. Inhibition of miRNA biogenesis revealed DCM, premature lethargy and heart failure in mice [45,46]. Liu et al. demonstrated the essential role of miR-133a in the cardiomyocyte proliferation: miR-133a-1 and miR-133a-2 double-mutant mice developed early large septal defects that led to perinatal death, whereas mice that survived to adulthood succumbed to DCM and heart failure. About 50% of surviving mice died from sudden death [47]. Findings of these studies support the assumption that specific miRNAs play an essential role in the control of cardiac growth and remodeling leading to a dilated phenotype of the heart. In 2007, Ikeda et al. detected different miRNA expression patterns in human heart samples from control patients and patients with DCM, aortic stenosis and ischemic cardiomyopathy (ICM). Eight miRNAs were differentially expressed in ICM and DCM which indicates that each form of heart disease is characterized by a specific miRNA expression profile. Among other miRNAs, let-7c, miR-21, miR-92 and miR-101 were deregulated in DCM diseased tissue in contrast to healthy controls [48]. Later experiments demonstrated miRNA expression differences in heart failure either caused by idiopathic or ischemic DCM and confirmed the aberrant expression of miR-92 in DCM [49]. Levels of miR-208, miR-208b and miR-499 were higher in human endomyocardial samples of DCM patients than in controls. Deregulation of individual miRNA expression was associated with a poor clinical outcome and therefore represents a potential prognostic marker of human DCM [37,50]. Satoh et al. found a significant difference in the expression of miR-21 in DCM diseased tissue as well [50]. An increased risk of DCM was also found in people with genetic polymorphisms in the pre-stages of miR-196a and miR-499 [51]. In humans with chronic heart failure caused by nonischemic DCM, miR-142-3p was found to be upregulated in peripheral blood cells [52].

However, circulating miRNAs are only emerging as potential diagnostic and prognostic biomarkers in cardiovascular disease. Cardiac hypertrophy, myocardial infarction and heart failure were associated with different expression profiles of circulating miRNA [25,31,53-58]. Several studies have also reported the potential of circulating miRNAs as diagnostic, prognostic and therapeutic marker for cardiovascular pathologies like coronary artery disease, stroke, diabetes mellitus or hypertension [55]. With the exception of one study in humans investigating miRNA expression in peripheral blood cells in chronic heart failure caused by different cardiomyopathies (including DCM [52]), studies about circulating miRNA expression patterns in human DCM do not exist to date.

Because of the increasing interest in canine genetics and the benefits of using the domestic dog as a model for human hereditary diseases, investigations on canine miRNAs were initiated [59-64]. In 2007, a search of genetic databases revealed significant conservation of miRNA genes between the domestic dog and the human. Expression levels of seven miRNAs were analyzed in several canine tissues. This was the first study that successfully used quantitative Real-Time RT-PCR (qPCR) assays originally designed for human miRNA detection and showed full conservation of mature sequences of canine and human miRNAs [61]. In 2008, Zhou et al. identified 357 miRNA candidates from the dog genome, 300 of which were orthologous to already characterized human miRNAs [60]. Deregulation of miRNA expression patterns has been reported in various canine neoplastic tissues and muscular dystrophy [59,62-64].

To our knowledge this is the first study about circulating miRNAs in canine DCM. The aim of this study was to investigate whether Doberman Pinschers with DCM and healthy controls display different serum miRNA expression patterns in order to evaluate a possible use of miRNAs as biomarkers in dogs.

## Results

### Patient characteristics

Eight Doberman Pinschers with a mean age of 8.6 years were included in the study and assigned to a DCM (n = 4) and a control group (n = 4). Analysis using the Mann–Whitney test revealed statistically significant differences between the two groups for the parameters ‘ventricular premature contractions’ (VPCs) and ‘left ventricular end-diastolic volume’ (LVEDV), ‘left ventricular end-systolic volume’ (LVESV, p = 0.0143) and ‘ejection fraction’ (EF, p = 0.0286; Table 1).

**Table 1:** Baseline and clinical characteristics of study population in the control and DCM diseased group

	**Control (n = 4)**	**DCM (n = 4)**
**Age (years)**	9.3 ± 2.1	7.9 ± 3.3
**Body weight (kg)**	39.3 ± 8.9	36.6 ± 4.5
**Gender (male/female)**	2/2	3/1
**VPCs/24 hours**	12.75 ± 15.39	2748 ± 4842*
**LVEDV (ml/m**^**2**^**)**	67.68 ± 11.60	120.30 ± 3.85*
**LVESV (ml/m**^**2**^**)**	33.63 ± 7.45	72.50 ± 2.85*
**EF (%)**	49.83 ± 6.37	39.67 ± 3.68*
**Urea (mmol/l)**	6.00 ± 0.68	4.80 ± 1.22
**Creatinine (μmol/l)**	62.25 ± 6.40	65.00 ± 6.58
**cTnI (ng/ml)**	≤ 0.20	0.36 ± 0.04*
**total RNA (ng/μl)**	3.63 ± 0.33	4.23 ± 1.23

Age, body weight, VPCs, LVEDV, LVESV, EF, urea, creatinine, cTnI and total RNA values in mean ± SD. cTnI ≤ 0.2 representing values under the detectable limit. DCM: Dilated cardiomyopathy; VPCs/24 hours: ventricular premature complexes in 24 hours; LVEDV: left ventricular end-diastolic volume; LVESV: left ventricular end-systolic volume; EF: left ventricular ejection fraction; cTnI: cardiac troponin I; RNA: Ribonucleic acid. * p < 0.05 vs control.

### Sample characteristics

None of the dogs had evidence of renal disease with urea and creatinine values in reference ranges. Serum samples were stored at – 80°C for 240 ± 144 days (mean ± SD) prior to analysis. Circulating cardiac troponin I (cTnI) levels showed significant difference between the two groups. Total RNA amounts of the serum samples used did not differ between the two groups (for further baseline characteristics see Table 1).

### miRNA microarray

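Serum RNA of 8 dogs was hybridized to 8 one-colour arrays on a single slide, 4 from Doberman Pinschers with DCM, labelled DoCM5 to DoCM8, and 4 from healthy Doberman Pinschers, labelled Con1 to Con4. The authors deposited, for every feature, the background-subtracted signal and the detection flags of the scanner software, without normalization between arrays. Each array analysed here carried 48960 features for 1224 miRNA names, 289 listed as canine and 935 as murine, with 40 features per name. Between 10817 and 14000 of these features per array were well above background, with a median of 12346.5 in the DCM group and 12421 in the control group. No feature was saturated. All DCM arrays lay in one row of the slide and all control arrays in the other, so that row and group cannot be told apart. A feature was kept when it was well above background in at least 2 arrays of a group, features flagged as outliers on an array were left out there, and the mean signal over the kept features of each miRNA name was normalized by the vsn model that the methods name, in an own implementation. The resulting glog2 values were compared with limma over the 7 arrays without the array labelled DoCM8, and then over all 8 arrays. The paper left out DoCM8 for inconsistent expression levels, and the label was followed here. The paper's fold changes lay closer to those found without the array labelled DoCM5 than without the array labelled DoCM8. The root mean square differences were 0.0999 and 0.325 on the log2 scale, so these 7 arrays may not be the 7 of the paper. The number of arrays limits the precision of every value, and the results moved with the choice of arrays, the normalization and the filter on dim features.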

By employing a highly sensitive and custom-designed 8x60k miRNA microarray (Agilent Technologies, Santa Clara, CA, USA), miRNA expression profiles of canine serum were determined. 

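With the filter of the methods applied to all 8 arrays, 13423 features were kept and 438 of the 1224 miRNA names had at least 1 kept feature. Of these, 156 were canine names (54.0% of those analysed) and 282 were murine names (30.2%). A name listed for both species was detected in both listings in 35 cases, and 403 names remained when each was counted once. Names were matched exactly after the species prefix, so names that differ in a suffix counted as different. The support differed between names. At least 50% of the features were kept for 349 names, while 34 names rested on 5 or fewer features and 14 on a single one. The largest change came from asking for only 1 array well above background, which gave 987 names.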

After subtracting background signals, a total of 404 individual miRNAs could be detected.

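Pearson correlations of the normalized values across the 438 detected miRNAs were computed for each pair of the 8 arrays. The array labelled DoCM5 had the lowest median correlation with the other arrays, 0.924, and its correlations lay between 0.898 and 0.946. The median correlation of the other arrays lay between 0.957 and 0.968, the highest being that of the array labelled DoCM8. Over the 21 pairs among the 7 arrays without the array labelled DoCM8, correlations ran from 0.897 to 0.980, and over the pairs without the array labelled DoCM5, in a normalization of those 7 arrays, from 0.959 to 0.984. These are correlations across miRNAs, which are not independent replicates.

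**Figure D1:**
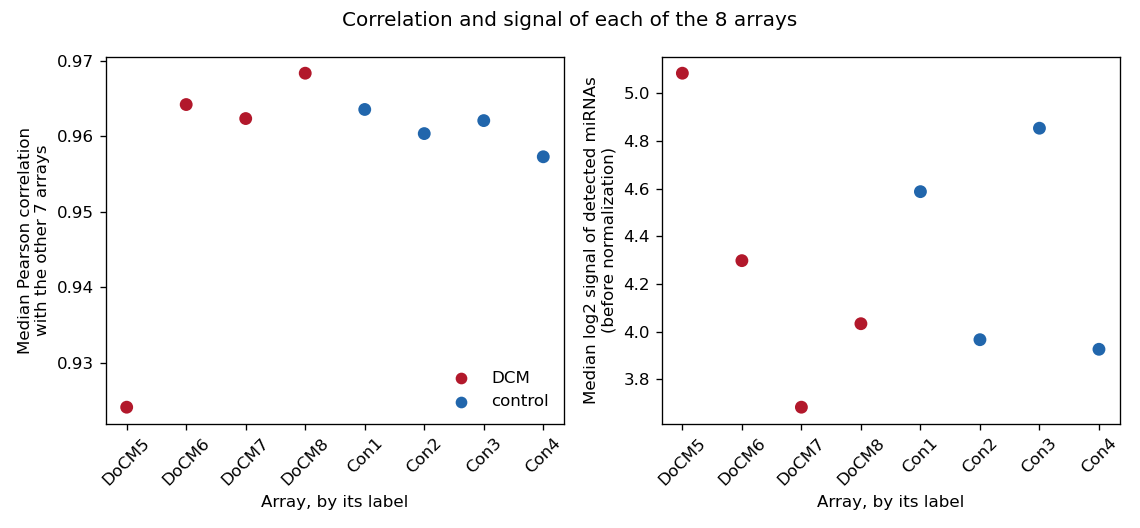
Median Pearson correlation of each array with the other 7 (left) and median log2 signal of the detected miRNAs before normalization (right), one point per array, DCM in red and control in blue. The array labelled DoCM5 has the lowest correlation, 0.924, and the highest signal, 5.09.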

One sample of the DCM group was removed from further miRNA microarray analysis because of inconsistency of expression levels compared to other samples (Figures 1 and 2).

**Figure 1:**
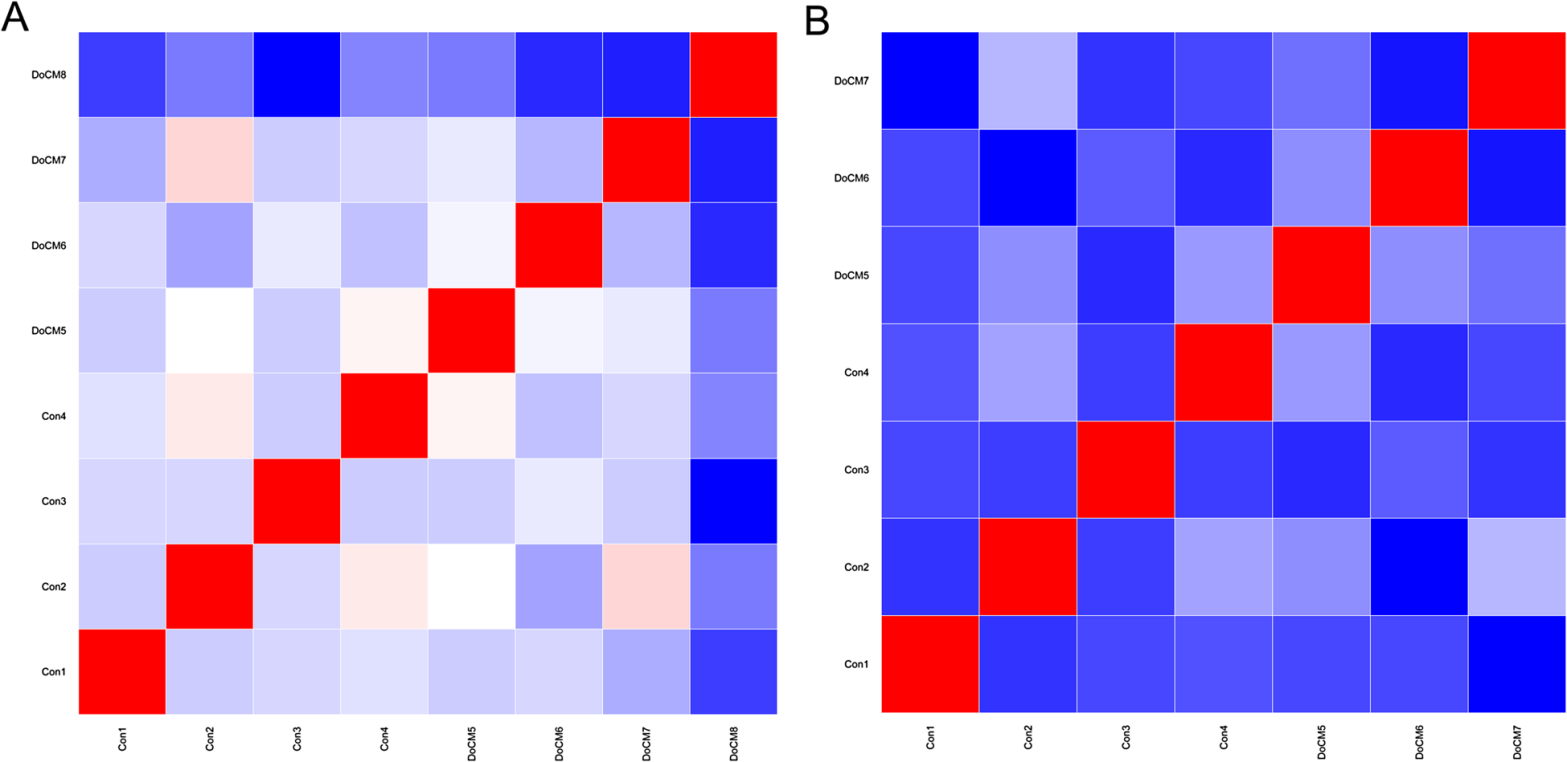
**Matrix of pairwise correlations.** Red coefficient of correlation = 1, blue = lowest values; 1**A**: Correlation matrix showing all samples. Color intensity of DoCM8 is markedly different to other columns indicating strong differences of expression levels compared to other samples. Strong blue colored boxes are illustrating much lower correlation compared to light colored boxes of the other samples. 1**B**: Correlation matrix after exclusion of DoCM8. All boxes are colored similarly indicating uniform variation between all samples. DoCM: DCM in Doberman Pinschers; Con: Control.

**Figure 2:**
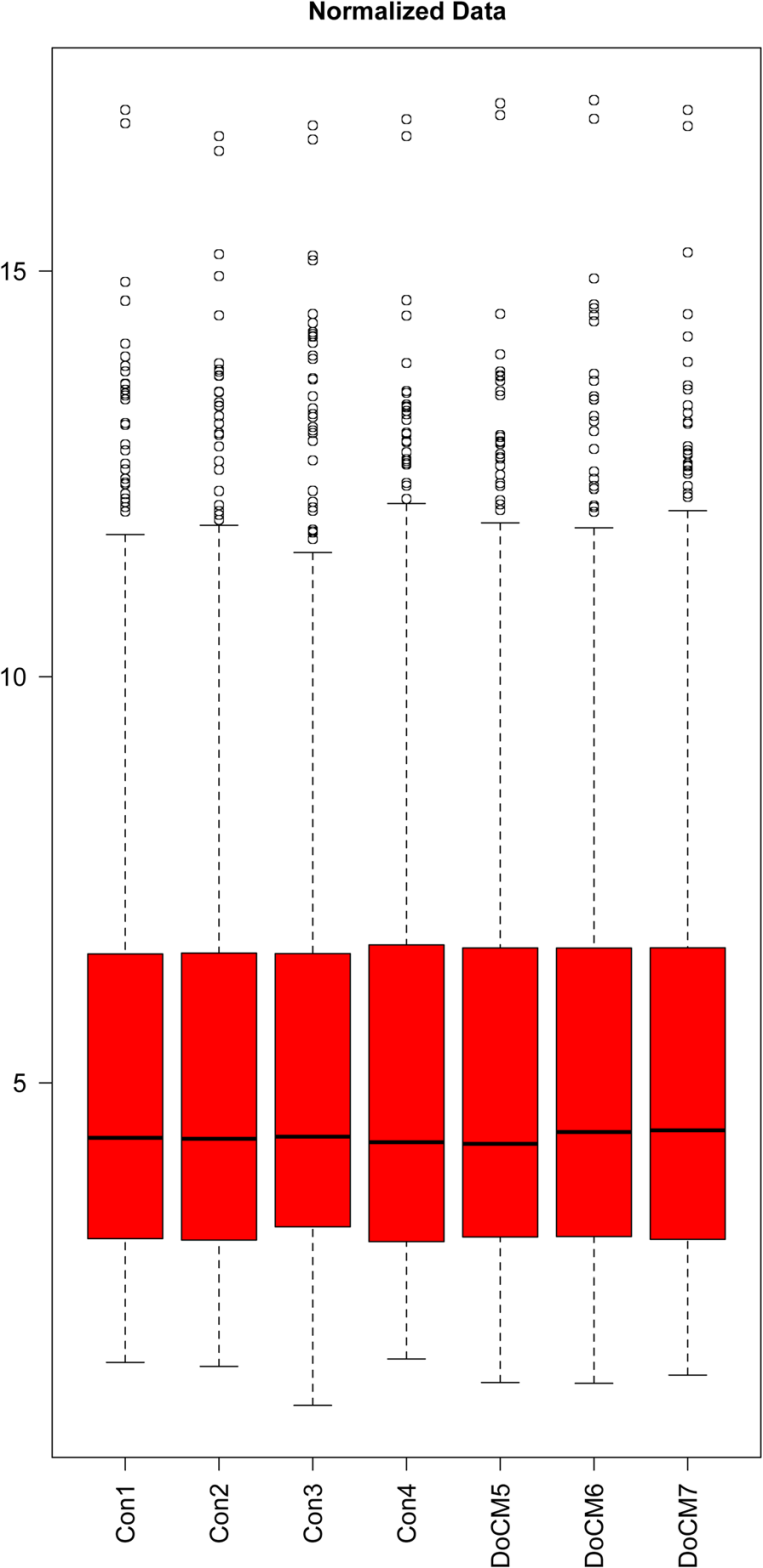
**Whisker-Box Plot showing normalized data after exclusion of DoCM8.** Y-axis: vsn normalized signal intensities (log2 values). The bar near the middle of the box represents the median, the bottom and the top of the box are representing the 25^th^ and the 75^th^ percentile. Circles are displaying outliers. DoCM: DCM in Doberman Pinschers. Con: Control.

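Over the 7 arrays without the array labelled DoCM8, 12 of 438 detected miRNAs passed an unadjusted p under 0.05 from limma with a fold change over 1.5, 6 higher and 6 lower in DCM. Of the 22 miRNAs of Table 2, 7 were among them, and 21 had the direction of the table. On all 8 arrays together, 18 miRNAs passed, 8 higher and 10 lower, 12 of them from Table 2, and 9 were shared with the 7 arrays. The count was 44 of 1224 miRNAs without a filter on dim features, 34 of 438 with all 8 arrays weighted, and 2 of 438 with normexp correction of the median signal and quantile normalization, which was chosen after seeing the data. With the array labelled DoCM5 left out in place of the array labelled DoCM8, an alternative chosen after seeing the data, 19 miRNAs passed, 8 higher and 11 lower, and 17 of them were from Table 2. Of the 12 miRNAs, mmu-miR-3104-3p was not well above background on any control array and rested on 1 kept feature. Its fitted change had the opposite sign without the filter on dim features. Set against a background level, it was 1.95-fold higher in DCM over these 7 arrays, with 2 of 3 DCM arrays well above background. mmu-miR-5115 was not well above background on any DCM array and was 1.42-fold lower on the same measure, with 3 of 4 control arrays well above background. These folds were 1.69 and 1.40 over all 8 arrays, and 1.50 and 1.35 in the set without the array labelled DoCM5. They set the mean of the brighter group over all its arrays against the lowest value well above background, or the miRNA's own value if higher, on each array of the other, and carry no error. They are not strict lower limits. mmu-miR-5136 was at or above that level on every control array without being well above background on any.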

Expression of 22 miRNAs was different between the two groups (p < 0.05 and fold change (FC) > 1.5, moderated *t*-test, Software “LIMMA”). 

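The normalized glog2 value of mmu-miR-142-3p was 7.80 ± 0.50 (SD, n = 3 DCM arrays) and 6.59 ± 0.47 (SD, n = 4 control arrays), a log2 fold change of 1.21 (standard error 0.38, p = 0.00837 from limma; exact permutation test, two-sided p = 0.0286). That of mmu-miR-144* was 4.52 ± 0.26 (SD, n = 3 DCM arrays) and 3.11 ± 0.50 (SD, n = 4 control arrays), a log2 fold change of 1.41 (standard error 0.36, p = 0.00241 from limma; exact permutation test, two-sided p = 0.0286). Every DCM array exceeded every control array for both, and the p of the permutation test is the smallest that 3 against 4 arrays allow. Of the control arrays, 2 of 4 had mmu-miR-144* well above background. The value of cfa-miR-21 was 10.11 ± 0.31 (SD, n = 3 DCM arrays) and 9.45 ± 0.25 (SD, n = 4 control arrays), a log2 fold change of 0.66 (standard error 0.32, p = 0.0667 from limma; exact permutation test, two-sided p = 0.0286), again without overlap of the groups but above the limit of 0.05 in limma. The value of cfa-let-7c was 8.25 ± 0.96 (SD, n = 3 DCM arrays) and 8.24 ± 0.27 (SD, n = 4 control arrays), a log2 fold change of 0.0048 (standard error 0.44, p = 0.991 from limma; exact permutation test, two-sided p = 1), a difference smaller than the spread between arrays. With each array left out in turn, the log2 fold change stayed between 0.95 and 1.47 for mmu-miR-142-3p, 1.23 and 1.65 for mmu-miR-144* and 0.51 and 0.79 for cfa-miR-21, while that of cfa-let-7c ran from -0.49 to 0.47. The log2 fold changes over all 8 arrays were 1.28, 1.36, 0.68 and -0.15 in the same order, and the array labelled DoCM8 had values of 7.99, 4.27, 10.08 and 7.51. On these arrays cfa-miR-21 passed both limits (standard error 0.27, p = 0.0276 from limma; exact permutation test, two-sided p = 0.0286). The value of cfa-let-7c on the array labelled DoCM5 was 9.27, above every other array. With that array left out in place of the array labelled DoCM8, an alternative chosen after seeing the data, the log2 fold change of cfa-let-7c was -0.55 (standard error 0.24, p = 0.0474 from limma; exact permutation test, two-sided p = 0.143).

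**Figure D2:**
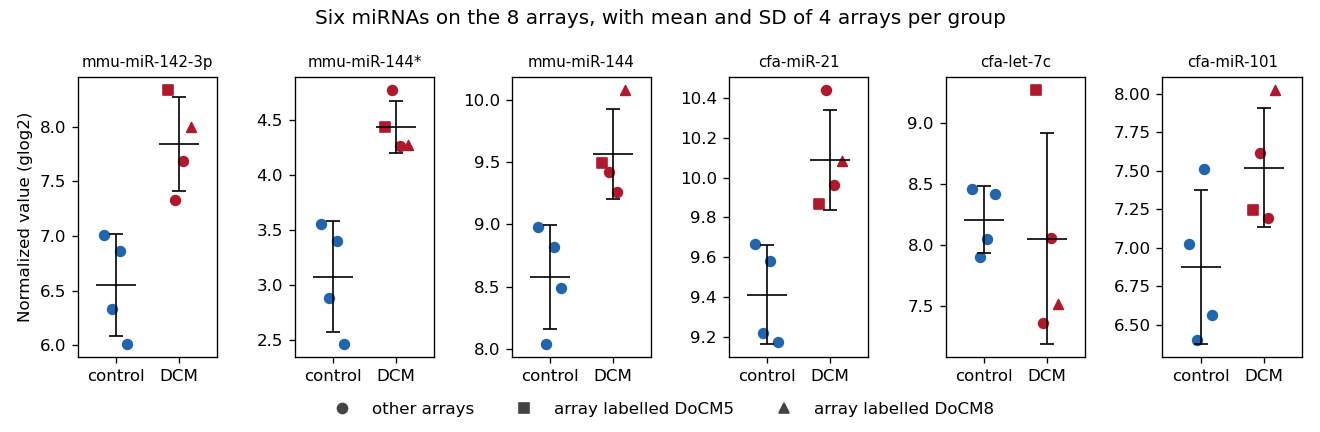
Normalized glog2 values of 6 miRNAs on each of the 8 arrays, control in blue and DCM in red, with squares for the array labelled DoCM5 and triangles for the array labelled DoCM8; black lines give the mean and SD of 4 arrays. The groups do not overlap for mmu-miR-142-3p, mmu-miR-144*, mmu-miR-144 and cfa-miR-21, and the array labelled DoCM5 has the highest value of cfa-let-7c, 9.27.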

Expression differences of all miRNAs were relatively small and did not exceed a 2.3-fold change. miR-142-3p showed a 2.18-fold change (p: 0.0042), miR-144* a 2.20-fold change (p: 0.0016), miR-21 a 1.67-fold change (p: 0.0089) and let-7c was negatively 1.53-fold changed (p: 0.0340). Adjusted p-values of all 22 miRNAs after multiple testing correction did not reach statistical significance (false discovery rate adjusted p > 0.05; Table 2). miR-92a was different between the groups but marginally missed the inclusion criteria for the definition of differential expression (cfa-miR-92a: p: 0.0359; FC: - 1.45; mmu-miR-92a: p: 0.0422; FC: - 1.41;). However, miR-92a was considered for further analysis (see qPCR). 

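After Benjamini-Hochberg adjustment, 0 of the 438 miRNAs passed 0.05 in limma over the 7 arrays, against 12 at an unadjusted p under 0.05, and the smallest adjusted p was 0.997. Over all 8 arrays 0 passed in limma, against 19 at an unadjusted p under 0.05, and the smallest adjusted p was 0.392. A plain two-sample statistic over the 7 arrays also gave 0, against 18 unadjusted. Scaling each array to its 75th percentile over all miRNAs was the one setting under which a miRNA passed, 1 with an adjusted p of 0.0354 from limma. The value of cfa-miR-92a was 10.30 ± 0.64 (SD, n = 3 DCM arrays) and 10.58 ± 0.28 (SD, n = 4 control arrays), a log2 fold change of -0.28 (standard error 0.37, p = 0.474 from limma; exact permutation test, two-sided p = 0.486). The murine listing, mmu-miR-92a, had a log2 fold change of -0.21 (standard error 0.36, p = 0.575 from limma; exact permutation test, two-sided p = 0.543). Both differences were smaller than the SD of the DCM arrays. With the array labelled DoCM5 left out in place of the array labelled DoCM8, an alternative chosen after seeing the data, they were -0.53 (standard error 0.22, p = 0.0384 from limma; exact permutation test, two-sided p = 0.0571) and -0.45 (standard error 0.20, p = 0.0524 from limma; exact permutation test, two-sided p = 0.0571).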

Hierarchical cluster analysis (HCL support tree) is visualizing differences in miRNA patterns between healthy and diseased dogs. This analysis revealed a clear separation of healthy and diseased samples that was stable with 200 iterations as well as relatively high variation within both groups (Figure 3).

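In a tree by average linkage on 1 minus the Pearson correlation over the 12 miRNAs past both limits, the 3 DCM arrays formed one branch. They did so in 98.0% of 200 resamplings of the miRNAs. For the 18 miRNAs chosen over all 8 arrays, the 4 DCM arrays formed one branch in 95.5% of the resamplings. In both trees the miRNAs were chosen on the difference between the groups, so these shares do not test the separation. The choice and the tree were therefore repeated for every split of the arrays. Without the array labelled DoCM8 the smaller group formed one branch in 18 of 35 splits, the real one included. Over all 8 arrays either group did so in 14 of 35, so chance cannot be excluded. The share of 98.0% fell furthest with the array labelled DoCM7 left out, to 16.5%, where the DCM arrays no longer formed one branch. It fell to 25.0% with the median over features in place of the mean, where they did not either. It was 37.0% without the array labelled DoCM6, again with the branch lost. From the tree in Figure 3 the paper concludes that several miRNAs together told diseased from healthy dogs, and it names their joint analysis as a possible diagnostic tool that needs further study.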

**Figure 3:**
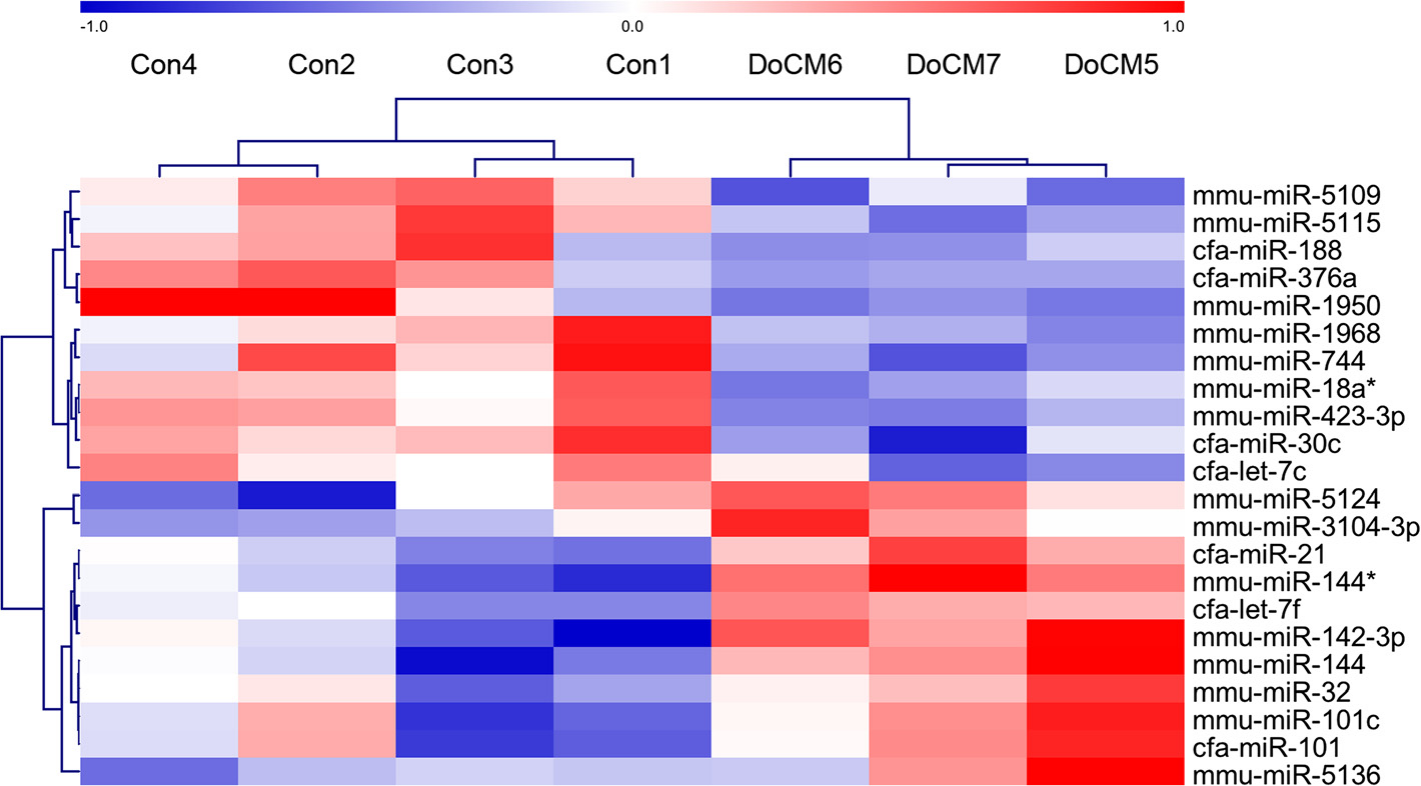
**Hierarchical cluster analysis (HCL support tree) summarizing miRNA expression differences.** Each column represents 1 of 7 samples, each row represents 1 of 22 miRNAs with nominal p-values <0.05. Samples were reproducibly grouped in DoCM and controls after unsupervised hierarchical clustering (MeV 4.7.1, Pearson correlation, HCL support tree, 200 iterations). The different colors of the tree visualize the reliability of branching (black: 100%, grey: 90–100%, blue: 80–90%, green: 70–80%, yellow: 60–70%, ocher: 50–60%, magenta: 0–50%, red: 0% support). Red and blue (rectangles) indicating higher and lower expression levels, respectively, relative to the mean of all samples (log2 mean-centered expression values); DoCM: Dilated Cardiomyopathy in Doberman Pinschers; Con: Control; cfa: canis familiaris, mmu: mus musculus, miR: microRNA.

**Table 2:** miRNAs with different expression in the miRNA microarray analysis

**miRNA**	**FC**	**p**	**p adjusted**
**mmu-miR-1950**	−2.14	0.0225	0.6331
**mu-miR-744**	−1.87	0.0117	0.5949
**cfa-miR-30c**	−1.81	0.0141	0.5856
**mmu-miR-5109**	−1.75	0.0185	0.5903
**mmu-miR-423-3p**	−1.74	0.0043	0.5558
**mmu-miR-5115**	−1.66	0.0110	0.5856
**cfa-miR-376a**	−1.62	0.0141	0.5968
**mmu-miR-1968**	−1.58	0.0251	0.6331
**cfa-miR-188**	−1.57	0.0365	0.6405
mmu-miR-18a*	−1.56	0.0159	0.6093
**cfa-let-7c**	−1.53	0.0340	0.6331
**mmu-miR-32**	1.50	0.0476	0.6468
**cfa-let-7f**	1.53	0.0130	0.5968
**mmu-miR-3104-3p**	1.59	0.0226	0.6331
**mmu-miR-5124**	1.65	0.0468	0.6399
**cfa-miR-21**	1.67	0.0089	0.5856
**cfa-miR-101**	1.68	0.0402	0.6331
**mmu-miR-101c**	1.70	0.0394	0.6331
**mmu-miR-5136**	1.82	0.0409	0.6331
**mmu-miR-144**	2.02	0.0067	0.5640
**mmu-miR-142-3p**	2.18	0.0042	0.5640
mmu-miR-144*	2.20	0.0016	0.5476

p < 0.05, FC > 1.5; p adjusted with FDR. FC: fold change, FDR: false discovery rate, cfa: canis familiaris, mmu: mus musculus, miR: microRNA.

#### qPCR

For further analysis, we selected five miRNAs which have been earlier mentioned in literature as being involved in cardiovascular pathology and which also showed a trend for differential expression in the microarray (miR-142-3p, miR-144*, miR-21, let-7c and miR-92a). Five target miRNAs and two endogenous controls were measured by qPCR in the same serum samples used previously for the microarray. The endogenous controls hs_RNU6B_2 and hs_RNU1A_1 did not show a difference in average Δ Δ threshold cycle (Ct) between the groups (hs_RNU6B_2: 27.04 ± 0.62 vs 27.3 ± 0.75; hs_RNU1A_1: 15.72 ± 0.57 vs 15.27 ± 0.94; mean ± SD). miR-142-3p and miR-144* showed a trend of upregulation in the diseased group, whereas let-7c was slightly downregulated in DCM dogs. Differences between the groups remained very small. Results showed a high interindividual variance of expression. While the miRNA microarray showed small differences in expression of miR-21 and miR-92a, qPCR revealed almost no differences of these miRNAs between the two groups (Figure 4). With p-values > 0.05 for all tested target assays, qPCR revealed no statistically significant difference between diseased and healthy dogs (mmu-miR-142-3p: p = 0.771; mmu-miR-144*: p = 0.421; cfa-let-7c: p = 0.634; cfa-miR-21: p = 0.940; cfa-miR-92a: p = 0.873).

**Figure 4:**
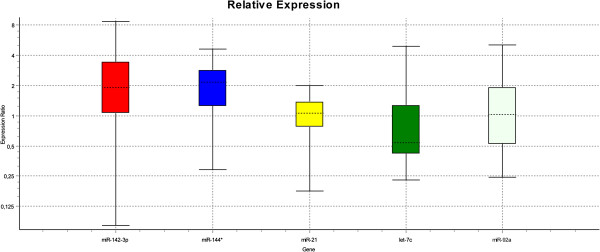
**Whisker-Box Plots showing expression ratios of miRNAs in the qPCR.** Expression ratios in the diseased group were compared to healthy control and normalized to the control assays hs_RNU6B and hs_RNU1A. miR-142-3p and miR-144* were up regulated about two-fold in the DCM group compared to the control group, while let-7c appears to be slightly down regulated. The long whiskers represent the high interindividual variance of expression. Expression ratio of miR-92a and miR-21 is nearly 1. No statistically significant differences between the groups are evident. The dotted line in the box are representing the sample median, the bottom and the top of the box are representing the 25^th^ and 75^th^ percentile and the whiskers are displaying the outer 50% of observations. miR: microRNA.

## Discussion

To date, the role of miRNAs in human DCM has only been studied using cardiac tissue samples [44,48,50,65,66]. These samples are difficult to obtain and studies on circulating serum miRNAs present a much less invasive approach, although the origin and circumstances of miRNA release into the circulation are currently unknown. Myocardium specific miRNAs have been found to be significantly increased in the serum as soon as one hour after myocardial infarction in humans and mice [31,67]. The spontaneous disease model of canine DCM in the Doberman Pinschers may represent a useful target for translational research. We limited the sample volume to approximately 2 ml of whole blood to complete both microarray and qPCR analysis, which can safely be acquired even from small veterinary patients without adverse effects.

According to manufacturer’s protocols, most microarray systems require a minimal amount of 100 ng total RNA of each sample to be examined. 

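Over the arrays, between 448 and 685 miRNA names had at least 1 feature well above background. The mean was 493 ± 65.4 (SD, n = 4) in DCM and 564 ± 95.4 (SD, n = 4) in the control group, a difference within the spread between arrays (exact permutation test, two-sided p = 0.257).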

We used in average 117 ng (84–162 ng) total RNA per sample and more than 400 miRNAs showed a sufficient intensity for evaluation. However, higher RNA concentrations may have resulted in more miRNAs to be detected. A standard normalization for miRNA expression analysis of serum samples using microarrays has not been established so far, but normalization of serum volume is reported to be the best method to determine quantity of miRNAs in blood using qPCR [67]. Using the same amount of total RNA in each sample could have produced less interindividual variation in microarray and PCR analysis and should be investigated in further experiments.

We excluded one sample of the diseased group from further analysis of microarray data since miRNA expression levels were extremely different to others even after normalization. This sample was taken from a young dog and had the longest storage time. Total RNA yield from this sample was very low compared to the other samples, whereas signals of miRNAs were intensified in this sample. 

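Before normalization, the median log2 signal of the detected miRNAs was 4.03 on the array labelled DoCM8, against 5.09, 4.30 and 3.68 on the arrays labelled DoCM5, DoCM6 and DoCM7 and 4.33 ± 0.46 (SD, n = 4) on the control arrays. The highest median of the 8 arrays was that of the array labelled DoCM5. The difference of DCM from control over all 8 arrays was -0.059 on the log2 scale, within the spread between arrays (exact permutation test, two-sided p = 0.914).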

Patient age is described not to influence miRNA levels in plasma [25] and miRNAs are claimed to be robust against long freezing time [24,68]. Reasons for the difference of this sample remain unexplained.

Since the miRNA database contains more murine and human miRNAs than canine sequences we chose to use both canine and murine targets for our microarray. Sequences have been found to be highly conserved among species with many mature miRNA sequences displaying 100% homology [36,61,63]. The microarray results confirm that canine miRNAs hybridize with multiple murine targets, which facilitates studies using veterinary samples. 

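Of the 282 murine names detected, 235 had no canine name of the same kind among the names analysed here. For the 35 names detected in both listings, the log2 fold changes of the canine and the murine listing correlated across names with r = 0.53 (Spearman's rho 0.55), and 22 had the same sign. Names are not independent replicates, and both listings share the error of the same arrays. The normalized levels of the canine and murine listings lay within 2-fold of each other for 17 of the 35 names. They lay over 16-fold apart for 5, so listings of the same name did not always give the same signal. Over all 8 arrays r was 0.64, with the same sign for 27 names. Across the settings tried the correlation moved most without the array labelled Con2, to r = 0.24.

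**Figure D3:**
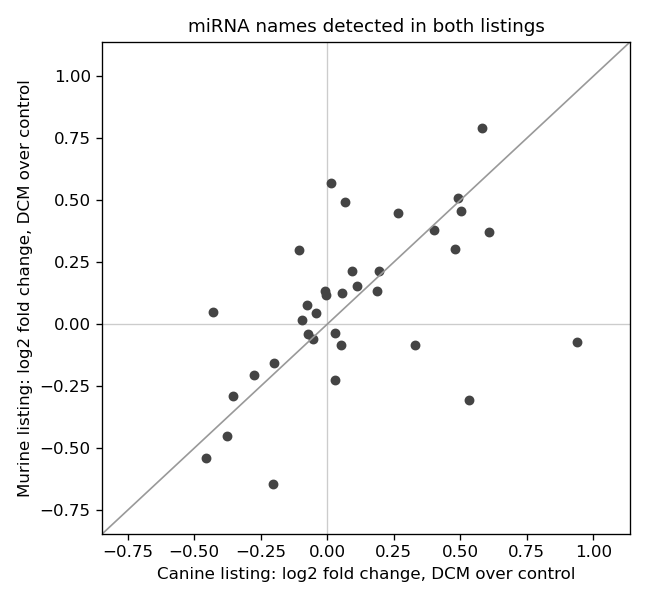
Log2 fold change of DCM over control, over the 7 arrays, in the canine listing (horizontal) and the murine listing (vertical), one point per name detected in both, with the line of equal values in grey. Of 35 names, 22 have the same sign in both.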

The phylogenetic relationship of mouse, dog and human is a matter of debate and not unequivocally determined [69,70]. Homology in coding genes might not reflect the situation of noncoding DNA, some miRNA clusters have been found to be unique to primates. In a pilot study we tested mouse serum as positive controls for qPCR detection of several miRNAs vs canine serum and detected the same PCR products in both samples using murine assays. Notably for miRNA studies of cardiac tissue, more information is available for murine samples, including studies on knockout mice. Additionally, a recent analysis of the heart transcriptome shows a higher similarity between dog and mouse than between dog and human [71]. As stated in the manuscript it cannot be ruled out that some murine probes on the array do not match the canine miRNAs, but this would also be the case for human probes. Whether human or murine miRNAs as a whole are more closely related to dog miRNAs and which one would be the ‘better’ model so far remains an open question.

In our study, the differences in miRNA expression between the two groups were not large and consistent enough to reach statistical significance when the results were adjusted for multiple testing. 

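Over all 438 detected miRNAs, chosen without regard to the groups, the DCM arrays did not form one branch of the tree. This was so in the full tree of the 7 arrays and in each resampling of the miRNAs, a share of 0%. It also held over all 8 arrays and with complete linkage.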

Although single miRNAs were not statistically significant between the two groups, hierarchical cluster analysis of several miRNAs showed a clear separation of diseased and control samples and enabled a reliable differentiation between healthy and diseased dogs. Therefore, a combined expression analysis of several miRNAs may be a new diagnostic tool for the detection of DCM in Doberman Pinschers and should be further investigated in future studies. This study with its comparatively small patient cohort should be considered as a pilot study requiring confirmation and validation of results in larger sample groups.

A microarray study comparing miRNA expression in heart tissue samples from several human heart diseases revealed let-7c to be significantly upregulated and miR-101 to be significantly downregulated in human DCM, although the changes were less than two-fold [48]. In contrast, our study detected a downregulation of let-7c and an upregulation of miR-101, but the changes were quite subtle.

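The value of cfa-miR-101 was 7.37 ± 0.24 (SD, n = 3 DCM arrays) and 6.91 ± 0.50 (SD, n = 4 control arrays), a log2 fold change of 0.46 (standard error 0.36, p = 0.229 from limma; exact permutation test, two-sided p = 0.200). The murine listing mmu-miR-101c had a log2 fold change of 0.47 (standard error 0.36, p = 0.216 from limma; exact permutation test, two-sided p = 0.200). These were 0.65 and 0.67 over all 8 arrays, neither past the limits, and the array labelled DoCM8 had the highest value of cfa-miR-101, 8.02. cfa-let-7f, the other member of the let-7 family in Table 2, had a log2 fold change of 0.61 (standard error 0.35, p = 0.108 from limma; exact permutation test, two-sided p = 0.0286) and 0.56 over all 8 arrays.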

The let-7 family has been shown to be one of the most abundant miRNAs in murine heart tissue [46]. Recently, a decrease of myocardial let-7i was associated with severity of left ventricular dysfunction and poor clinical outcome in human DCM patients and therefore supposed to be a potential prognostic marker [50]. Let-7i was reported to target for toll-like receptor 4 (TLR4) *in vitro*, a critical transcription factor in the myocardium of DCM in humans [72,73]. 

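The value of let-7i, which the array lists as murine (mmu-let-7i), was 9.41 ± 0.54 (SD, n = 3 DCM arrays) and 8.98 ± 0.25 (SD, n = 4 control arrays), a log2 fold change of 0.44 (standard error 0.35, p = 0.244 from limma; exact permutation test, two-sided p = 0.229), a difference smaller than the SD of the DCM arrays. The log2 fold change over all 8 arrays was 0.45, with a value of 9.38 on the array labelled DoCM8.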

In the presented study of canine DCM of Doberman Pinschers, expression changes of let-7i were not evident, but it is not known to date whether TLR4 is a critical transcription factor in canine DCM.

miR-101 has been addressed in several studies as a potent tumor suppressor and inhibitor of autophagy and is obviously expressed in many different tissues [74,75]. A specific regulating effect on the cardiovascular system has not been detected to date.

miR-21 is universally expressed in various organs like spleen, small intestine, colon and the heart [36]. Several studies demonstrated the overexpression of miR-21 in tumor tissues [76,77]. It is also highly expressed in vascular smooth muscle cells, endothelial cells, cardiomyocytes and cardiac fibroblasts [66,78-81]. Deregulated expression of miR-21 has been described for proliferative vascular disease, cardiac hypertrophy, heart failure and ischemic heart disease [44,78,80,82-85]. Myocardial degeneration with cardiac fibrosis and myointimal hyperplasia of the coronary vessels are common histologic findings in the DCM of Doberman Pinschers [6,10,86,87]. miR-21 is upregulated during cardiac remodeling in response to cardiac stress and leads to fibroblast proliferation and fibrosis in humans [66,88]. In the Doberman Pinschers suffering from DCM, miR-21 appeared to be slightly upregulated in the microarray, but the trend could not be confirmed using qPCR assays. 

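Among the 7 arrays without the array labelled DoCM8, cfa-miR-21 ran from 9.88 to 10.47 on the DCM arrays and from 9.21 to 9.71 on the control arrays, on the glog2 scale. Without the array labelled DoCM5 it passed both limits, with a log2 fold change of 0.79, the one array of the 7 whose absence changed the call.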

In human DCM heart tissue samples, one study group found a subtle and non-significant downregulation of miR-21 [48], while another study claimed miR-21 to be significantly upregulated about two-fold compared to healthy controls [50]. Recently, experimental studies demonstrated an increase of miR-21 expression in right ventricular cells induced by drug therapy. Due to the increase of miR-21, right ventricular function during right heart failure improved as well [89].

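cfa-miR-92a ran from 9.80 to 11.02 on the glog2 scale on the arrays labelled DoCM5, DoCM6 and DoCM7 and from 10.32 to 10.95 on the control arrays. With each array left out in turn its log2 fold change lay between -0.61 and 0.0052, and it passed both limits only without the array labelled DoCM5 and changed sign only without the array labelled DoCM6. Over all 8 arrays the log2 fold changes of cfa-miR-92a and mmu-miR-92a were -0.28 and -0.23, with 10.18 and 11.43 on the array labelled DoCM8.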

In miRNA microarray, miR-92a was slightly downregulated in DCM diseased Doberman Pinschers, but this could not be confirmed using the qPCR assay. As mentioned above, a related miRNA, miR-92, was shown to be downregulated in human DCM tissues [48,49]. Overexpression of miR-92a inhibits angiogenesis in ischemic myocardial tissues in mice and is involved in the control of cardiomyocyte survival. Experiments of external inhibition of miR-92a led to improved left ventricular function [90]. Since all of the diseased dogs received positive inotropic therapy (Pimobendan), this may influence miR-92a expression. So far, very little is known about the effects of cardiovascular therapy on miRNA expression.

For miR-142-3p and miR-144*, we found a trend for upregulation in DCM diseased dogs both in the microarrays and the qPCR results, although interindividual variation was very high. miR-144 was also upregulated in the microarray analysis. miR-144 and miR-144* are the two strands of the double stranded precursor miRNA (mir-144). miR-144 is known to be expressed in a cluster with miR-451. 

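The value of mmu-miR-144 was 9.41 ± 0.12 (SD, n = 3 DCM arrays) and 8.62 ± 0.41 (SD, n = 4 control arrays), a log2 fold change of 0.79 (standard error 0.34, p = 0.0380 from limma; exact permutation test, two-sided p = 0.0571). The canine listing, cfa-miR-144, had a log2 fold change of 0.58 (standard error 0.37, p = 0.141 from limma; exact permutation test, two-sided p = 0.143). With all 8 arrays the log2 fold changes were 0.98 and 0.76, both past the limits of the paper, and the array labelled DoCM8 had values of 10.08 and 8.76. Over the 7 arrays, mmu-miR-144 did not pass the limits with 75th percentile scaling over all miRNAs, quantile normalization, the median over features, the slide column as a block, or with any of the arrays labelled DoCM6, DoCM7, Con2, Con3 and Con4 left out, nor with normexp correction of the median signal and quantile normalization, which was chosen after seeing the data. cfa-miR-451, whose gene is the direct neighbour of MIR144 in the gene table of the assembly UU_Cfam_GSD_1.0, had a value of 16.92 ± 0.37 (SD, n = 3 DCM arrays) and 16.96 ± 0.14 (SD, n = 4 control arrays), a log2 fold change of -0.037 (standard error 0.32, p = 0.911 from limma; exact permutation test, two-sided p = 0.857).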

The miR-144/451 promoter is activated by GATA-4, a critical transcription factor in the heart. Both partners of the cluster are supposed to confer protection against stimulated ischemia/reperfusion-induced cardiomyocyte death and may therefore represent possible therapeutic agents for the treatment of ischemic heart disease in humans [91]. The left ventricular dilation, which is a characteristic sign of DCM, leads to myocardial stress. The upregulation of miR-144 might be a stress response of affected myocytes and an attempt to protect the cells against this stimulus. Recruitment of a larger canine patient cohort may allow further validation of these findings.

In accordance with our findings, miR-142-3p has been shown previously to be upregulated in human patients with chronic heart failure caused by nonischemic DCM [52]. This miRNA is one of five negatively regulating cardiac hypertrophy in recent experimental models. Therefore, miR-142-3p is currently discussed as a part of potential therapeutic targets for the treatment of cardiac hypertrophy [92].

The mechanism and exact circumstances of miRNA release into the serum are not fully understood to date [27]. Protected by protein-bound complexes or incorporated into lipid carriers, miRNAs are resistant to RNases in circulation. It is estimated that about 80% of circulating miRNAs are secreted in protein complexes. The other part of circulating miRNAs is released in membrane-bound vesicles (apoptotic bodies, microvesicles, exosomes) [93-97]. It is suspected that the release of miRNAs into the circulation occurs selectively and the existence of a specific packaging mechanism is therefore suggested. For example, in a metastatic gastric cancer cell line, members of the let-7 family are selectively released into the circulation [98]. Similarly, different human cell lines secrete certain miRNAs upon serum deprivation as part of a stress response [93]. The correlation between circulating and tissue miRNA expressions is still controversial. Diseased cells might not be the only origin of changes in circulating miRNAs. It is also possible that currently unknown signals, e.g. stress signals, are sent from the diseased tissue to other organs in the body and cause a specific release of miRNAs into the circulation. Several experimental studies have suggested that circulating miRNAs can be transferred to target cells and regulate gene expression [99,100]. Circulating miRNA expression patterns might therefore differ from expression patterns extracted from the diseased organ itself. This could explain the discrepancies of circulating miRNA expression patterns found in this study to cellular miRNA expression patterns found in other studies.

All dogs in the DCM group received a background therapy consisting of ACE-Inhibitors and Pimobendan and either Sotalol or Amiodarone as antiarrhythmic therapy. It is possible that medication did not only improve cardiac abnormalities but also influenced miRNA expression changes. The elevated cTnI levels of diseased dogs in this study reflect ongoing myocardial injury. Studies comparing circulating miRNA expression in different disease stages of DCM are needed to verify temporal changes in the course of this disease. No studies are published about a possible influence of the drugs used to treat the dogs in this study on the miRNA expression. For the purpose of this study only dogs with unequivocal echocardiographic in addition to unequivocal electrocardiographic changes were selected. Therefore, only patients in advanced disease stages were selected and it would have been unethical not to treat those dogs. All dogs received the same background therapy (Pimobendan and ACE-inhibitors), but antiarrhythmic therapy was individualized [15,101]. Antiarrhythmic therapy was adjusted according to the patient’s individual electrocardiographic changes and was therefore not completely homogenous. In some cases, antiarrhythmic therapy was changed in later visits (after serum sampling) because of inadequate response to the administered medication (change from Sotalol to Amiodarone, combination of Amiodarone and Mexiletin or combination of Sotalol and Mexiletin).

## Conclusions

In conclusion, this study demonstrates that miRNA expression profiling is technically feasible in a clinical setting, revealing its potential as a possible new diagnostic approach in veterinary medicine. Standardized protocols for normalization and larger group sizes for different diseases are needed to confirm whether circulating miRNAs may serve as biomarkers in dogs in the future and whether canine disease models display changes similar to human heart diseases.

## Methods

### Ethic statement

The dogs in this study were examined during preventive diagnostic procedures with the written consent of their owners (to participate in a study in which remaining blood samples not used for necessary diagnostic procedures are stored and used for genetic, miRNA and other diagnostic research procedures). All local regulations (Germany) were strictly observed. The study was approved by the University of Munich Committee on Research Ethics. There is no permit number as this study is not based on an invasive animal experiment. The data were obtained during routine diagnostic procedures. As the data are from client-owned dogs that underwent normal veterinary exams, there was no "animal experiment" according to the legal definitions in Germany. Nonetheless, the study was reviewed and approved by the local ethics review boards.

### Study population

Eight purebred Doberman Pinschers were retrospectively selected from a large study cohort of the Ludwig-Maximilians-Universität München (LMU Munich) with a longitudinal study design starting in 2004. Each examination included a questionnaire completed by the owner, recording of body weight, physical examination, short-time electrocardiogram (ECG), Holter monitoring and echocardiography. Echocardiography included M-Mode and Simpson’s method of disc measurements as well as color and spectral Doppler measurements. Venous blood was collected from each patient for screening of serum parameters and the samples were stored for further analysis with the owner’s consent. We included only purebred Doberman Pinschers without evidence of systemic disease. Exclusion criteria were evidence of concomitant congenital heart diseases or mitral valvular disease in echocardiography. We retrospectively chose eight dogs which met selection criteria of groups as defined below.

#### ECG

Dogs were positioned in right lateral recumbency. ECG was performed according to standard technique with a twelve channel ECG machine (Schiller Cardiovit AT-10, SCHILLER Medizintechnik GmbH, Germany). Electrical activity was recorded for about 30 seconds and printed for evaluation of any electrical abnormalities. A concurrent ECG was recorded during echocardiography without getting printed.

#### Echocardiography

Echocardiography was performed without sedation in right and following left lateral positions. Examinations were performed with a high frame rate ultrasound system with 2.0/4.3 MHz probes and simultaneous ECG recordings (Vivid 7 dimension, General Electric Medical System, Waukesha, WI). Simpson’s method of disc measurements were recorded in right parasternal long-axis and left apical four chamber views. All valves were examined by color Doppler technique. Spectral Doppler was used for velocity measurement over the aortic and pulmonic valves and had to reveal no evidence of abnormalities.

#### Holter examinations

Holter monitoring was performed following echocardiography. The electrical activity was recorded for 24 hours in the normal environment of the dogs without clinical habitation. Monitor was removed after 24 hours and commercially available Holter analysis systems were used for analysis of the digitally recorded ECGs (Custo tera, Arcon Systems GmbH, Starnberg, Germany; Amedtech ECGpro Holter software, EP 810 digital recorder, Medizintechnik Aue GmbH, Aue, Germany). Manual adjustments and verification of accuracy of systemically detected arrhythmias were performed by veterinarians with experience in Holter analysis. Total numbers of VPCs were tabulated.

#### Blood preparation

Blood (5 ml) was drawn from jugular vein of each patient and allowed to clot at room temperature for at least 20 minutes. The sample was centrifuged at 600 g RCF for five minutes at room temperature and the serum was transferred to 0.5 ml polypropylene tubes (Eppendorf, Hamburg, Germany) and stored at - 80°C until RNA isolation.

Four dogs each were grouped into two different groups according to the results of the electrocardiographic and echocardiographic examination:

*Control group:* Dogs in this group had an age of seven years or older and no clinical signs of systemic or cardiac disease. Renal parameters had to be in the reference range (Urea: 3.3 – 8.3 mmol/l, Creatinine: 31.8 – 117 μmol/l) and cTnI levels had to be ≤ 0.2 ng/ml. There were no electrical abnormalities in the ECG: all amplitudes, duration of PQ-interval and mean electrical axis were in normal ranges, dogs had < 50 VPCs in the Holter examination. Echocardiographic measurements were considered to be normal. This includes no or only trivial insufficiencies of the valves. Simpson’s method of disc was used for calculation of the left ventricular end-diastolic (LVEDV) and end-systolic (LVESV) volume normalized to the body surface area (BSA). LVEDV/BSA ≤ 100 ml/m^2^ and LVESV/BSA ≤ 55 ml/m^2^ were considered as normal [102]. The ratio of the left atrium to the aorta (LA/Ao) was 1.5 or less. We are in frequent communication by phone with all owners. We perform yearly screenings to monitor healthy dogs and to detect even early changes. All healthy dogs are alive and healthy at the time of reviewing this paper. We already performed follow-up evaluations in 2012 and could not detect any evidence of DCM in these dogs.

*DCM group (occult stage):* Dogs in this group had no clinical signs of systemic disease. Owners did not observe any events of syncope or exercise intolerance. Clinical signs of cardiovascular abnormalities (pale mucosal color, weak pulse, pulse deficit or arrhythmic pulse, heart murmur) were acceptable. Renal parameters had to be in reference range and circulating cTnI levels were elevated (> 0.2 ng/ml). Electrical and morphological abnormalities existed in the current visit or in one of the earlier visits (partly normal under therapy in the current visit): Dogs had > 100 VPCs in the Holter examination and echocardiographic changes including LVEDV/BSA > 100 ml/m^2^ and LVESV/BSA > 55 ml/m^2^[102]. LA/Ao had to be 1.5 or less. We performed frequent control examinations every 1 – 6 months to monitor development of disease. After the diagnosis of DCM, we performed 4 – 6 follow-up examinations of dogs in this group. The time course of electrocardiographic and echocardiographic changes is listed in Table 3. Due to the severe existing changes, all dogs received therapy at the time of serum sampling. Dosing of drugs was standardized. Further characteristics of diseased dogs are listed in Table 4.

**Table 3:** Time course of electrocardiographic and echocardiographic changes of dogs with DCM starting from time of diagnosis

**Sample name**	**Number of visits**	**VPCs/24 hours**	**Maximal velocity of VPCs (bpm)**	**LVEDV (ml/m**^**2**^**)**	**LVESV (ml/m**^**2**^**)**	**EF (%)**
**DoCM 5**	1^st^ visit	254	240	119.20	65.80	44.67
	2^nd^ visit	107	203	94.60	56.70	40.08
	3^rd^ visit*	161	200	116.80	73.10	37.41
	4^th^ visit	199	214	110.90	62.40	43.72
**DoCM 6**	1^st^ visit	13641	300	105.70	63.40	39.97
	2^nd^ visit	10355	319	124.20	79.40	36.06
	3^rd^ visit*	10005	300	122.50	68.40	44.21
	4^th^ visit	14	196	112.30	77.60	30.93
	5^th^ visit	22	230	132.50	78.20	41.01
	6^th^ visit	24	300	142.50	94.50	33.73
**DoCM 7**	1^st^ visit	1940	230	112.70	72.90	35.31
	2^nd^ visit	2478	275	121.70	82.40	32.31
	3^rd^ visit	17	273	116.40	79.90	31.40
	4^th^ visit*	616	180	117.30	75.00	36.04
	5^th^ visit	3010	250	151.20	108.50	28.24
	6^th^ visit	135	300	143.70	123.30	14.19
**DoCM 8**	1^st^ visit	302	300	116.00	72.30	37.68
	2^nd^ visit	9	265	109.90	59.80	45.62
	3^rd^ visit*	209	202	124.60	73.50	41.01
	4^th^ visit	7295	300	99.00	50.50	48.93

DCM: Dilated cardiomyopathy, DoCM: Dilated Cardiomyopathy in Doberman Pinschers, VPCs: Ventricular premature complexes, VPCs/24 hours: ventricular premature complexes in 24 hours; bpm: beats per minute; LVEDV: left ventricular end-diastolic volume; LVESV: left ventricular end-systolic volume; EF: left ventricular ejection fraction, *: visit of serum sampling for microRNA analysis.

**Table 4:** Further characteristics of DCM diseased dogs

**Sample name**	**Age of diagnosis of DCM (years)**	**Age at the date of serum sampling (years)**	**Time of treatment prior to serum sampling (days)**	**Drug therapy administered until the time of serum sampling**	**Outcome**	**Age at the time of death (years)**
**DoCM 5**	11.2	11.5	140	Pimobendan, ACE Inhibitor, Sotalol	Other systemic disease (gastric volvulus)	11.9
**DoCM 6**	7.5	7.8	119	Pimobendan, ACE Inhibitor, Amiodarone	Sudden cardiac death	8.6
**DoCM 7**	7.4	8.5	397	Pimobendan, ACE Inhibitor, Sotalol	Euthanasia because of non-responsive congestive heart failure	9.2
**DoCM 8**	3.0	3.6	321	Pimobendan, ACE Inhibitor, Amiodarone*	Euthanasia because of non-responsive congestive heart failure	4.3

DoCM: Dilated Cardiomyopathy in Doberman Pinschers. ACE: Angiotensin Converting Enzyme. *: The medication was not consistently administered because of incompliance of the owner.

### RNA extraction

Total RNA was isolated using the miRNeasy Mini Kit (QIAGEN, Valencia, CA, USA) according to the supplementary protocol “Purification of total RNA, including small RNAs, from serum or plasma using the miRNeasy Mini Kit”. Briefly, 400 μl serum were mixed with 2 ml of QIAzol Lysis Reagent and 400 μl Chloroform. The sample was centrifuged and the upper aqueous phase was transferred to a collection tube and mixed with 975 μl 100% ethanol. The mixture was applied to RNeasy Mini spin columns and purified according to the protocol. Total RNA was eluted using 50 μl of RNAse free water. RNA concentrations were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). Samples were stored at -80°C.

### miRNA microarray

The miRNA Microarray System with miRNA Complete Labeling and hybridization Kit (Agilent Technologies) was used according to the manufacturer′s recommended protocol. The Agilent microRNA Spike-In Kit was used for in-process control to measure labeling and hybridization efficiency. The RNA samples were dried in a Vacuum Contractor (Bachofer Plumbing Heating & Air Conditioning, Salina, KA, USA) for one hour. All samples were dephosphorylated by incubation with calf intestinal phosphatase at 37°C in a heat block for 30 minutes and incubated in 100% DMSO at 100°C for seven minutes for denaturation. All samples were labeled with pCp-Cy3 using T4 ligase by incubation at 16°C for two hours. Micro Bio-Spin 6 chromatography columns (Bio-Rad Laboratories, Hercules, CA, USA) were used for purification of the labeled RNA. After drying the samples completely, samples were prepared for hybridization by adding nuclease-free water, Hyb Spike-In solution, 10X GE Blocking Agent and 2X Hi-RPM Hybridization Buffer. Samples were hybridized to a custom-designed 8x60k Agilent microarray. The custom microarray covered all murine and canine miRNAs from miRBASE version 17.0 [103] and contained probes for 1386 individual miRNAs with each miRNA covered by 40 different features. Hybridizations were performed in hybridization chambers (Agilent) for 20 hours at 55°C and the slides were washed as described in the protocol. Arrays were scanned at a resolution of 2 μm using an Agilent G2505C Scanner. The microarray data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE36976.

### Microarray data analysis

Feature Extraction Software Version 10.7.3.1. was used for grid alignment and data extraction. Signal intensities for each feature were scanned and calculated by subtracting the background. The flag “is well above background” (WABG) produced by the Feature Extraction Software was used to filter signals above background noise. Features had to contain a minimum of two WABG flags “1” in at least one of the experimental groups (detectable in at least two samples of the control or the DCM group) to be included in the further analysis. Mean signal intensities were calculated for each detectable miRNA probe and subsequently normalized between samples using the BioConductor package “vsn” [104]. For quality control, normalized data were analyzed with a heatmap based on pair-wise distances (BioConductor package geneplotter). Software „LIMMA“(Bioconductor) [105] was used for significance analysis (function “decideTests”) and assessment of miRNA expression changes.

### Quantitative real-time RT-PCR (qPCR)

After total RNA purification, reverse transcription was performed using the miScript Reverse Transcription Kit (Qiagen) according to manufacturer′s protocol. The miScript SYBR Green PCR Kit (Qiagen) was used for qPCR according to the manufacturer′s protocol. The miScript Primer Assays *cf_miR-92a_1, mm_miR-142-3p_1*, *cf_let-7c_1*, mm_miR_144*_1 and *cf_miR-21_1* were used as target miRNAs. hs_RNU6B_2 and hs_RNU1A_1 were used as endogenous control assays*.* All samples were run as duplicates. To account for spurious PCR amplification of contaminating genomic DNA, a control containing total RNA without reverse transcription was included. As negative controls, the amplification mixture of each assay was run without adding the reverse transcribed RNA. Relative quantification was carried out using the Δ Δ threshold cycle (Ct) method with hs_RNU6B_2 and hs_RNU1A_1 as endogenous controls. The TaqMan 7500 Real Time PCR System (Applied Biosystems, Life Technologies Corporation, Carlsbald, CA, USA) was used for qPCR.

### Statistical analysis

#### Study population

The software GraphPad Prism version 5.04 for Windows (GraphPad Software, La Jolla, CA) was used for statistical analysis of the cohort. Mann–Whitney one-way test was used to calculate differences for all parameters in Table 1.

#### miRNA microarray

A “moderated *t*-test” (Software “LIMMA”) was used for statistical analysis of the mean miRNA expression differences in the miRNA microarray. Multiple testing correction was performed using the parameter “FDR” (false discovery rate) in the function “decideTests” for adjustment of p-values. A p-value < 0.05 was considered to be statistically significant. FC was calculated (Software “LIMMA”) and included into the assessment of expression ratios (FC at least 1.5-fold was considered to be significant). Software program Multi Experiment Viewer (MeV v.4.7.1) was used for hierarchical clustering of 22 different miRNAs using HCL support trees, Pearson correlation and 200 iterations.

#### qPCR

Target assays were normalized to internal controls hs_RNU6B_2 and hs_RNU1A_1 which had been found to be suitable as controls in dog serum in a preliminary test*.* The software “REST 2009” was used for analysis of relative expression in PCR assays [106,107]. Mean values of twice prepared approaches were used. A p-value < 0.05 was considered to be statistically significant.

## Abbreviations

BSA: Body surface area; Ct: Threshold cycle; cTnI: Cardiac Troponin I; DCM: Dilated cardiomyopathy; ECG: Electrocardiogram; EF: Ejection fraction; FC: Fold change; FDR: False discovery rate; Holter: 24-hour ambulatory electrocardiogram; ICM: Ischemic cardiomyopathy; LA/Ao: Ratio of the left atrium to the aorta; LVEDV: Left ventricular end-diastolic volume; LVESV: Left ventricular end-systolic volume; miRNA: MicroRNA; qPCR: Real-Time RT-PCR; VPC(s): Ventricular premature contraction(s); WABG: Well above background.

## Competing interest

The authors declare that they have no competing interests.

## Authors’ contributions

CS, KW and GW designed the study. GW carried out and CS participated in all patient examinations, classified groups and collected material. CS and KW carried out all laboratory procedures. SB and KW designed the miRNA microarray, SB participated in the microarray procedure, analyzed data and performed statistical analysis. CS drafted the manuscript. KW, GW and SB helped to enhance the manuscript. All authors read and approved the final manuscript.

## Authors’ information

Carola Steudemann (CS), DVM, Clinic of Small Animal, LMU University of Munich

Dr. rer. nat. Stefan Bauersachs (SB), team leader, Functional Genomics of Reproduction, Genomics Unit, Laboratory of Functional Genome Analysis, Gene Center, LMU University of Munich

Dr. med. vet. Karin Weber (KW), DVM, specialist for veterinary physiology, head of laboratory diagnostics and molecular biology, Clinic of Small Animal, LMU University of Munich

PD, Dr. med. vet., Dr. vet. med. habil. Gerhard Wess (GW), DVM, Dipl. ACVIM (Cardiology), Dipl. ECVIM-CA (Cardiology and Internal Medicine), head of cardiology service, Clinic of Small Animal, LMU University of Munich.

## Availability of Supporting Data

Supporting data has been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and is accessible through GEO Series accession number GSE36976.

How the deposited data were processed for this re-analysis (not part of the article)

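Serum RNA of 4 Doberman Pinschers with DCM and 4 healthy Doberman Pinschers was measured on 8 one-colour miRNA arrays of one slide. The authors deposited the scanner output of each array and a table of the same values. Its signal is an intensity per feature, with the background already subtracted by the authors and not normalized between arrays. Group and number of each array were taken from the labels of the deposited samples. The numbers in these labels may not match the paper's, and an array is therefore named by its label.

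Control features and features flagged as non-uniform or as population outliers on an array were left out, and where every kept feature of a miRNA was flagged on an array its kept features were used. A feature was kept when it was well above background in at least 2 of the 4 arrays of a group, over all 8 arrays. A miRNA was called well above background on an array when at least 50% of its kept features were. The mean signal per miRNA name was transformed and calibrated by the vsn model (affine calibration per array, arsinh, least trimmed squares with a quantile of 0.9, 5 slices and 7 iterations), in an own implementation. Tests were made with limma 3.58.1 in R 4.3.3, at a p under 0.05 with a fold change over 1.5, and after Benjamini-Hochberg adjustment at 0.05. Exact permutation tests over all splits of the arrays were two-sided. Trees used average linkage on 1 minus the Pearson correlation, with 200 resamplings of the miRNAs. Lists of erythrocyte, leukocyte, platelet and heart miRNAs were tested with camera, at its preset correlation of 0.01, and with fry. Figures were drawn with matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6.

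On simulated data for the comparison of 3 DCM with 4 control arrays, with 60 of 438 miRNAs changed by 2 on the log2 scale, 91.7% of the changed miRNAs passed both limits, with 13 calls among the unchanged ones. With no miRNA changed, 14 passed both limits and 0 the adjusted limit.

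The main setting was fixed before the data were examined, after the paper's methods: 7 arrays without the array labelled DoCM8, and the filter over all 8 arrays. The miRNAs named in the text were those of Table 2, those the paper names as changed in heart disease, in each listing on the array, and the 10 miRNAs with the largest fold change among those past the limits without overlap of the groups. Alternatives covered the arrays used, the normalization, the signal column, the averaging of features, the filter, the test, the slide column as a block, and each array left out in turn. The planned normexp correction on the mean signal was run on the median signal, gene coordinates were used only for the order of neighbouring genes, and GC content was not used here. Precision is limited by the number of arrays. For the names of canine miRNAs, the gene table of UU_Cfam_GSD_1.0 held a gene for 156 of the 156 canine names detected.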

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

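The test of the intensity scale was chosen after the correlations were seen. Of 98 groups of 4 arrays examined, 4 had an array whose gap to the nearest of the others exceeded the 95% critical value of Dixon's test as a share of the range of its group, and chance alone gives about 1 in 20, which is 4.90 groups.

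Among the DCM arrays, the array labelled DoCM5 had a median correlation of 0.924 with the other arrays, against 0.962 to 0.968 on the other DCM arrays. It was also the brightest array. A difference in intensity scale would be removed by quantile normalization, which gives every array the same distribution, but the median correlation stayed at 0.923, again the lowest and again past the limit, with 0.99 of the range. The gap was within the limit with Spearman's correlation and with miRNAs that had at least 50% of their features kept, at 0.79 and 0.75 of the range, although the array remained the lowest. Differences between the dogs or their sera, such as the age and storage time that the paper names for the sample it removed, stay open and were not tested.

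The same array was the highest of the DCM arrays for cfa-miR-376a, 2.11 against 0.91 to 0.96, and for mmu-miR-1950, 1.55 against -0.060 to 0.18. Both rest on a single kept feature that was not well above background on any DCM array, so the order of these values carries no weight and no biological explanation was tested.

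The control probe hur_4 had a log2 signal of 11.06 on the array labelled Con3, against 9.36 to 9.46 on the other control arrays. The number of such gaps among the groups examined is within what chance gives, and no explanation was tested.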

How the results depend on the processing

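The alternatives were fixed before the data were examined, except the normexp correction of the median signal, the outlier-flagged features kept, the array labelled DoCM5 left out in place of the array labelled DoCM8, the correlation of centred values in the tree, and the median signal for the signal per array and the control probes, which were chosen after seeing the data. The cause of a change was not tested unless stated. The planned normexp correction of the mean signal and the check of GC content were not run. No paired analysis was possible because the groups share no replicate numbers; the slide column, which holds 1 array of each group, was used as a block. The deposited table and the background-subtracted column gave the same calls as the signal used.

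The number of detected miRNAs stayed within 1.5 times 438 except when 1 array well above background was enough, which gave 987. The count past both limits, 12 over the 7 arrays, moved by more than 1.5 times with all 8 arrays weighted (34), 75th percentile scaling over all miRNAs (23), normexp correction of the median signal with quantile normalization (2), no filter on dim features (44), at least 50% of the features kept (7) and the array labelled DoCM5 left out in place of the array labelled DoCM8 (19). With an array left out in turn it ran from 10 to 30, the high values being 29 and 30 without the arrays labelled DoCM5 and DoCM6. The split of higher against lower calls was 6 to 6 with the vsn model, 2 to 21 and 3 to 14 with 75th percentile scaling over all and over the detected miRNAs, and 4 to 10 with quantile normalization. After adjustment in limma, 1 miRNA passed with 75th percentile scaling over all miRNAs and 0 in every other setting run, the plain two-sample statistic included. At an unadjusted p under 0.05, 12 passed in limma over the 7 arrays and 18 with the plain statistic.

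Of the 22 miRNAs of Table 2, 7 passed both limits, and the number moved with all 8 arrays (12), all 8 arrays weighted (19), normexp correction of the median signal with quantile normalization (2) and the array labelled DoCM5 left out in place of the array labelled DoCM8 (17); with an array left out it ran from 5 to 15, highest without the array labelled DoCM5. The share of resampled trees in which the DCM arrays formed one branch, 98.0%, moved with all 8 arrays weighted (36.5%), 75th percentile scaling over all miRNAs (68.5%), the total gene signal of the scanner software (60.5%), the median over features (25.0%), the mean over all features (46.0%), each probe tested on its own (38.5%), no filter on dim features (81.5%) and the slide column as a block (54.0%). With an array left out it ran from 16.5% to 100%, lowest without the array labelled DoCM7. The branch was lost in the full tree with arrays weighted, the median over features, each probe on its own, and without the array labelled DoCM6 or DoCM7. With the normexp correction too few miRNAs passed for a tree. The DCM arrays formed no branch in the tree of all detected miRNAs under any setting run. With Spearman's correlation the median correlation of the arrays labelled DoCM5 and DoCM8 was 0.865 and 0.943. The difference in median log2 signal, 0.022 over the 7 arrays, changed sign over all 8 arrays (-0.0587), with the array labelled DoCM5 left out in place of the array labelled DoCM8 (-0.33) and with the median signal (-0.0916), all within the spread between arrays.

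mmu-miR-142-3p passed both limits in every setting run, with a log2 fold change between 0.87 and 1.49, and mmu-miR-144* in every setting but the normexp correction (0.31). Log2 fold changes changed sign as follows. With all 8 arrays, these were cfa-let-7c (-0.15) and cfa-miR-451 (0.0522). With all 8 arrays weighted, these were cfa-let-7c (-0.57), cfa-miR-451 (0.22) and mmu-miR-195 (-0.000765). With 75th percentile scaling over miRNAs detected on all arrays, these were cfa-miR-196a (-0.41), cfa-miR-451 (0.0463) and mmu-miR-5136 (-0.29). With 75th percentile scaling over all miRNAs, these were cfa-miR-196a (-0.46) and mmu-miR-5136 (-0.34). With quantile normalization, these were cfa-let-7c (-0.0384), cfa-miR-195 (0.15) and mmu-miR-92a (0.0102). With normexp correction of the median signal with quantile normalization, these were cfa-let-7c (-0.00906), cfa-miR-195 (0.00945), cfa-miR-196a (-0.000731), mmu-miR-18a* (1.26e-05) and mmu-miR-92a (0.0565). With the total gene signal of the scanner software, these were cfa-miR-196a (-0.0748), cfa-miR-376a (0.42), cfa-miR-451 (0.0378) and mmu-miR-1950 (0.42). With the median over features, these were cfa-miR-451 (0.000455) and mmu-miR-195 (-0.0622). With the mean over all features, these were cfa-miR-196a (-0.12), cfa-miR-451 (0.0762) and mmu-miR-1950 (0.76). With each probe tested on its own, these were cfa-let-7c (-0.0496) and cfa-miR-451 (0.0106). With the filter from the 7 arrays, these were cfa-miR-195 (0.00371) and mmu-miR-5136 (-0.0386). With no filter on dim features, these were cfa-miR-196a (-0.22), cfa-miR-451 (0.21), mmu-miR-1950 (0.68), mmu-miR-3104-3p (-0.20), mmu-miR-5136 (-0.0880) and mmu-miR-92a (0.0399). With at least 50% of the features kept, these were cfa-let-7c (-0.00442). With the slide column as a block, these were cfa-miR-451 (0.0182). With outlier-flagged features kept, these were cfa-let-7c (-0.0418) and cfa-miR-195 (0.0217). With the array labelled DoCM5 left out in place of the array labelled DoCM8, these were cfa-let-7c (-0.55), cfa-miR-451 (0.22) and mmu-miR-195 (-0.0640). With an array left out in turn, the ranges of those that changed sign were -0.487 to 0.467 for cfa-let-7c, -0.321 to 0.551 for cfa-miR-195, -0.0303 to 0.200 for cfa-miR-196a, -0.972 to 0.126 for cfa-miR-30c, -0.125 to 0.197 for cfa-miR-451, -0.612 to 0.00525 for cfa-miR-92a, -0.719 to 0.136 for mmu-miR-18a*, -0.102 to 0.497 for mmu-miR-195, -0.110 to 0.860 for mmu-miR-5124 and -0.499 to 0.0325 for mmu-miR-92a. Of the miRNAs that changed sign, mmu-miR-3104-3p passed both limits over the 7 arrays.

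The median log2 fold changes of the miRNA lists changed sign in some settings. They were -0.0306 for the leukocyte list with 75th percentile scaling over all miRNAs, -0.0287 for the platelet list with all 8 arrays, -0.198 for the platelet list with the array labelled DoCM5 left out in place of the array labelled DoCM8, -0.0504 for the platelet list with 75th percentile scaling over all miRNAs and -0.0342 for the erythrocyte list without the miRNAs of Table 2 and miR-92a with the array labelled DoCM5 left out in place of the array labelled DoCM8. With an array left out in turn they ran from -0.0216 to 0.276 for the erythrocyte list, -0.0435 to 0.218 for the erythrocyte list without the miRNAs of Table 2 and miR-92a, -0.0335 to 0.679 for the heart list, -0.0297 to 0.341 for the leukocyte list and -0.246 to 0.201 for the platelet list. Signal over background limits what can be said of dim miRNAs, and 34 of the detected names rest on 5 or fewer kept features.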

Differences from the paper's values

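The 7 arrays of the main setting include the array labelled DoCM5. The comparisons with Table 2 and Fig. 3, given further below, argue that the paper had left that array out. Differences in this section may therefore stem from the set of arrays. The paper reports 22 miRNAs past both limits, and 12 passed here over the 7 arrays. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with all 8 arrays (18), with 75th percentile scaling over miRNAs detected on all arrays (17), with 75th percentile scaling over all miRNAs (23), with each probe tested on its own (15), without the array labelled DoCM5 (29) and without the array labelled DoCM6 (30), and further away with the others. With the array labelled DoCM5 left out in place of the array labelled DoCM8, which was chosen after seeing the values, 19 passed.

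For cfa-let-7c the paper reports a fold change of -1.53, and the value here was 1.00 over the 7 arrays, with the array labelled DoCM5 among them. Of the alternatives set before the data were examined, the value had the sign of the paper's and lay within the spread between arrays of it with all 8 arrays (-1.11), with all 8 arrays weighted (-1.49), with quantile normalization (-1.03), with each probe tested on its own (-1.04), with at least 50% of the features kept, without the array labelled DoCM5 (-1.40), without the array labelled Con2 (-1.05) and without the array labelled Con3 (-1.03), and not with the others. Alternatives chosen after seeing the values that also did were the array labelled DoCM5 left out in place of the array labelled DoCM8 (-1.46), the normexp correction of the median signal and the outlier-flagged features kept.

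The paper removed the array it numbers DoCM8 because its values stood apart from the others (Fig. 1), and it describes the signals of that sample as raised. In the deposited data the array labelled DoCM8 had the highest median correlation, 0.968, and a median log2 signal of 4.03, while the array labelled DoCM5 had the lowest correlation, 0.924, and the highest signal, 5.09. The paper states that no fold change exceeded the limit it gives; here mmu-miR-142-3p reached 2.32 over the 7 arrays. The fitted fold of mmu-miR-144* was 2.65, but it was well above background on only 2 of 4 control arrays. They were 2.15 and 2.22 with the array labelled DoCM5 left out in place of the array labelled DoCM8, which was chosen after seeing the values. In the latter setting mmu-miR-1950 had the largest fitted change; it was not well above background on any DCM array and has no fold.

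The paper states that miR-92a differed between the groups and only just missed its limits. Here the log2 fold change of cfa-miR-92a was -0.28 (standard error 0.37, p = 0.474 from limma; exact permutation test, two-sided p = 0.486) over the 7 arrays. It was -0.53 (standard error 0.22, p = 0.0384 from limma; exact permutation test, two-sided p = 0.0571) with the array labelled DoCM5 left out in place of the array labelled DoCM8, which was chosen after seeing the values, and it passed both limits without the array labelled DoCM5 among the 7. The paper gives a larger number of miRNAs for the array than the 1224 names here, and any others were not analysed here.

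Of the 22 miRNAs of Table 2, cfa-let-7c, cfa-let-7f, cfa-miR-101, cfa-miR-21, cfa-miR-30c, cfa-miR-376a, mmu-miR-101c, mmu-miR-18a*, mmu-miR-1950, mmu-miR-1968, mmu-miR-32, mmu-miR-423-3p, mmu-miR-5124, mmu-miR-5136 and mmu-miR-744 did not pass both limits in the main setting. Of these, cfa-miR-376a, mmu-miR-1950 and mmu-miR-1968 were not well above background on any DCM array. cfa-miR-21, cfa-miR-376a, mmu-miR-1950, mmu-miR-1968 and mmu-miR-32 passed with all 8 arrays. cfa-miR-101, cfa-miR-21, cfa-miR-30c, cfa-miR-376a, mmu-miR-101c, mmu-miR-18a*, mmu-miR-1950, mmu-miR-1968, mmu-miR-32, mmu-miR-423-3p, mmu-miR-5136 and mmu-miR-744 passed with all 8 arrays weighted. cfa-miR-376a, mmu-miR-1950 and mmu-miR-1968 passed with 75th percentile scaling over miRNAs detected on all arrays. cfa-miR-376a, mmu-miR-1950 and mmu-miR-1968 passed with 75th percentile scaling over all miRNAs. cfa-miR-376a, mmu-miR-1950 and mmu-miR-1968 passed with quantile normalization. mmu-miR-32 passed with the total gene signal of the scanner software. cfa-miR-21 passed with the median over features. mmu-miR-32 passed with the mean over all features. cfa-let-7f and mmu-miR-32 passed with each probe tested on its own. cfa-miR-21 passed with no filter on dim features. cfa-miR-21 passed with the plain two-sample statistic. cfa-miR-376a and mmu-miR-1950 passed with the slide column as a block. cfa-miR-101, cfa-miR-21, cfa-miR-30c, cfa-miR-376a, mmu-miR-101c, mmu-miR-18a*, mmu-miR-1950, mmu-miR-1968, mmu-miR-423-3p and mmu-miR-744 passed with the array labelled DoCM5 left out in place of the array labelled DoCM8, which was chosen after seeing the values. cfa-miR-21, cfa-miR-30c, cfa-miR-376a, mmu-miR-18a*, mmu-miR-1968, mmu-miR-423-3p, mmu-miR-5124 and mmu-miR-744 passed without the array labelled DoCM5. mmu-miR-32 passed without the array labelled DoCM6. mmu-miR-32 passed without the array labelled DoCM7. mmu-miR-1968 passed without the array labelled Con1. mmu-miR-1950 passed without the array labelled Con2. cfa-miR-376a and mmu-miR-1950 passed without the array labelled Con4. No setting run gave cfa-let-7c past both limits.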

Other observations

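The tests of array numbers against the paper's table and heat map, the splits of all 8 arrays, the splits without the array labelled DoCM5, the trees on centred values, the restriction of the erythrocyte test to miR-144 and miR-144* and the leukocyte test of miR-142-3p were chosen after the values were seen; the splits of the 7 arrays, the miRNA lists and the control probes were set before.

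A candidate explanation for the array that stands apart is that the numbers of the arrays in the deposited data differ from those in the paper, within each group. Each of the 8 arrays was left out in turn and the fold changes of 24 miRNAs were set against those of the paper. Without the array labelled DoCM5 the root mean square difference on the log2 scale was 0.0999 (r = 0.994), without the array labelled DoCM8 it was 0.325 (r = 0.914), and over all arrays other than the array labelled DoCM5 it ran from 0.252 to 0.378. The colours of the 154 cells of Fig. 3 were compared with the deposited values over all 576 assignments of arrays within the groups. The best assignment, with the numbers reversed in each group, reached r = 0.971, the next best 0.921, and the numbers as labelled 0.307, rank 537. Both tests are consistent with numbers that run the other way in the deposited data, which would leave the groups as they are and make the array labelled DoCM5 the one the paper removed. The hypothesis arose from these arrays, but both tests set them against fold changes and colours that the paper had printed. They argue against the numbers as labelled. The labels were still used as deposited, so the main setting likely leaves out a different dog than the paper did.

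Whether the count of 12 miRNAs exceeds what any grouping gives was tested over all 35 splits of the 7 arrays into 3 and 4. At least as many passed both limits in 22 splits, with a median of 13. Over all 8 arrays 14 of 35 splits gave at least 18, and with the array labelled DoCM5 left out in place of the array labelled DoCM8 13 of 35 gave at least 19. Chance cannot be excluded for any of the 3 counts. Of the 3 splits of all 8 arrays by column of the slide, the one that sets the outer against the inner columns gave 27, more than the real 18, and the other 2 gave 7 and 11, fewer than the real one; with the column as a block 13 miRNAs passed over the 7 arrays.

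The miRNAs of the tree were chosen on the difference between the groups, so the choice and the tree were repeated for every split. In 18 of 35 splits of the 7 arrays the smaller group formed one branch, the real split included, and 31 splits had enough miRNAs for a tree. With the array labelled DoCM5 left out in place of the array labelled DoCM8 this held for 18 of 35. With values centred per miRNA the numbers were 26 and 24. All 8 arrays split into groups of equal size, and either group formed one branch in 14 of 35 splits, 32 of which had enough miRNAs, and in 25 with centred values; the group that holds the array labelled DoCM5, which stands apart from the others, did so in 4. Chance cannot be excluded in any of these cases. In the tree of all detected miRNAs, with no choice on the groups, the DCM arrays formed one branch in 0% of the resamplings.

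RNA from erythrocytes was weighed as a source of the higher miR-144 and miR-144*. The mean over the 4 other erythrocyte miRNAs detected (miR-451, miR-16, miR-25 and miR-185) differed by 0.0673 on the log2 scale, 11.81 ± 0.16 (SD, n = 3) in DCM against 11.75 ± 0.28 (SD, n = 4). Its 95% limits were -0.40 and 0.53. The lower 95% limit of the difference was 0.0522 for mmu-miR-144, inside this range, and 0.61 for mmu-miR-144*, above it. miR-92a, which the paper had also picked from these arrays, was left out of this mean and was lower in both listings, -0.28 and -0.21, each with 95% limits on both sides of 0. The rest of the list thus showed no rise beyond its error. Erythrocyte RNA and another source still cannot be told apart with these arrays, because the ranges overlap for miR-144, and miR-144* was well above background on only 2 of 4 control arrays. mmu-miR-142-3p is on the leukocyte list, and RNA from leukocytes was weighed for it. The mean over the 7 other leukocyte listings detected differed by -0.0112, 7.33 ± 0.22 (SD, n = 3) in DCM against 7.34 ± 0.17 (SD, n = 4), with 95% limits of -0.39 and 0.37, against a lower 95% limit of 0.38 for mmu-miR-142-3p. Of these listings 4 were higher and 3 lower in DCM, so that their mean does not decide, and leukocyte RNA and another source cannot be told apart either. The median log2 fold change was 0.056 (9 listings, limma's camera p = 0.0265, adjusted over the lists 0.132; fry p = 0.205) for the erythrocyte list, of which 4 are miRNAs the paper picked from these arrays, 0.088 (8 listings, limma's camera p = 0.269, adjusted over the lists 0.511; fry p = 0.285) for the leukocyte list, 0.020 (10 listings, limma's camera p = 0.759, adjusted over the lists 0.759; fry p = 0.837) for the platelet list and 0.44 (3 listings, limma's camera p = 0.307, adjusted over the lists 0.511; fry p = 0.598) for the heart list. None passed after adjustment over the 7 arrays. At the preset correlation of camera the erythrocyte list did pass with 75th percentile scaling over all miRNAs (limma's camera, adjusted p = 0.00299), quantile normalization (limma's camera, adjusted p = 0.0124) and without the array labelled Con4 (limma's camera, adjusted p = 0.0484). Under fry, or in camera with an estimated correlation (p = 0.224 over the 7 arrays for the erythrocyte list), no list passed in any setting run. A biological difference between the groups stays open and was not tested further.

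Labelling or hybridization that differs between the rows of the slide could produce a difference between the groups. The labelling spike-in dmr_31a was lower in DCM by a log2 difference of -0.72, 7.74 ± 0.42 (SD, n = 3) against 8.45 ± 0.15 (SD, n = 4) (exact permutation test, two-sided p = 0.0286, adjusted over 10 control probes 0.286). It had the smallest p of these probes, which is also the smallest that 3 against 4 arrays allow. Among the 7 arrays, every DCM array lay below every control array for dmr_31a. dmr_285 was lower too, by -0.62 (exact permutation test, two-sided p = 0.0571), while dmr_3 and dmr_6 were higher, by 0.20 and 0.17 (exact permutation test, two-sided p = 0.286 and 0.314). None of the probes passed after adjustment, which no probe could do on its own with 3 against 4 arrays. The adjusted values therefore do not speak against a difference in labelling. On the normalized scale dmr_31a differed by -0.95 (exact permutation test, two-sided p = 0.286). The largest difference on both scales was that of the control probe hur_1, lower in DCM. It was -0.86 before normalization (exact permutation test, two-sided p = 0.0857) and -1.11 after it (exact permutation test, two-sided p = 0.0571, adjusted 0.571). The control probe miRNABrightCorner30 was higher in DCM on both, by 0.46 and 0.25 (exact permutation test, two-sided p = 0.371 and 0.743). Since each row holds one group, the row and DCM cannot be told apart.

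Of the other miRNAs the paper names as changed in heart disease, cfa-miR-499 had a log2 fold change of 0.59, cfa-miR-195 -0.0035, mmu-miR-195 0.12 and cfa-miR-196a 0.11, none past the limits, and cfa-miR-133a and cfa-miR-208b were not detected. Table 2 does not list 5 of the miRNAs past the limits over the 7 arrays. Of these, mmu-miR-208a-5p (-1.20) and mmu-miR-341 (-0.70) were lower in DCM and well above background on every array. Their log2 fold changes were -0.84 and -0.63 over all 8 arrays, where only the latter passed, and -0.56 and -0.53 with the array labelled DoCM5 left out in place of the array labelled DoCM8, chosen after seeing the values, where neither passed. The other 3 were near background in a group, and no size is given for them. mmu-miR-344g-5p, which falls outside the rule for named miRNAs and was chosen after its values were seen, was lower in DCM, well above background on 1 of 3 DCM arrays and 4 of 4 control arrays, and it also passed in both of these other sets of arrays. cfa-miR-200b and mmu-miR-3472 were higher in DCM, but both were well above background on only 2 of 3 DCM arrays and 1 of 4 control arrays, rested on 3 kept features each and passed in neither of the other sets.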
